A study of Homo sapiens with 2 samples.

How the data were processed

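Cultures that combine neurons, astrocytes and microglia derived from human pluripotent stem cells were profiled with droplet RNA sequencing in 2 libraries, 1 of whole cells and 1 of nuclei. Per the labels' protocols, whole cells were released with Accutase, an enzyme mixture, for 5 min at 37 °C and passed through a 30 µm strainer and a benchtop sorter that served as a check for doublets and clumps. Nuclei were released in ice-cold lysis buffer with 0.025% NP-40, a mild detergent, for 1 min. Per the labels, neurons came from the line KOLF2.1J, astrocytes from WTC11 and microglia from H1, which are established pluripotent lines. Both libraries are labelled untreated and share a batch label. Their titles carry different replicate numbers, but they are different assays, so each assay had 1 library and no replicate.

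The authors deposited, for each library, a matrix of counts of unique molecular identifiers (UMIs, 1 per captured RNA molecule) over 36601 genes, with no normalization. Per the submitters' processing notes, Cell Ranger 6.1.2 and the human build hg38 were used for both libraries. Per the file headers, the nuclei matrix was written by Cell Ranger 7.1.0. Whether intronic reads were counted is not given in the sources used here, and the default for them differs between these versions, so a difference between whole cells and nuclei can hold a difference in counting. The whole-cell table gives gene symbols and the nuclei table gives symbols with Ensembl identifiers, in the same row order. Gene spans and positions came from GENCODE 29 (GRCh38), matched by identifier.

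Barcodes were kept with at least 500 detected genes and a share of mitochondrial UMIs under 20% in whole cells or under 5% in nuclei. This kept 5367 of 5648 whole-cell barcodes and 4612 of 11781 nuclei barcodes. Each library was clustered alone with scanpy 1.11.5. Counts were scaled to 10000 per barcode and log-transformed, 2000 variable genes and 30 principal components were taken, and 15 neighbours and Leiden resolution 0.5 were used. Mitochondrial genes, ribosomal protein genes and the 260 genes of 21 function lists stayed out of the variable genes, so that function-list levels did not define the clusters. Clusters were named from 118 markers in 11 lists. A marker counted at 20 CPM or more and at least 0.25 of its highest cluster. A name needed at least 3 markers, a share of at least 0.5 of the list and a lead of 0.2 over the next list. Meeting these limits was not always sufficient. At resolution 1.0 a cluster of 558 nuclei with 17 of 18 astrocyte markers and 5 of 8 mural markers stayed unnamed. The markers were fixed before the data were examined, and these naming limits were set after. Unnamed clusters held 16.5% of nuclei and 0 of 5367 whole cells. Clusters of the same name were joined into a class, so that the microglia-like class joins 6 clusters of whole cells and is 1 cluster of nuclei. Scrublet, as run in scanpy, called 2 whole-cell barcodes and 1 nucleus doublets, which is too few for the caller to have worked, and doublets were kept; a version without the 5% of barcodes with the highest scores was added after the data were seen.

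Counts were summed per class and library and given as CPM, the UMI counts of a gene scaled to the UMI total of its class, computed from the deposited counts. Intervals on CPM are exact Poisson intervals, those on shares are exact Clopper-Pearson intervals and those on ratios are exact conditional binomial intervals, all at 95%, and they cover counting error only. Cells are not replicates, so no test between libraries was made and no p-value is given. A function-list gene counted as higher in a class where its CPM was at least 20 and at least 2 times that of every other named class of the library. Between whole cells and nuclei, genes with at least 50 CPM in the higher library were compared, and a gene counted as apart where the ratio was at least 4 and its interval excluded 2. A class at 0 was set to the limit of 3 counts. A list's median log2 ratio was placed among 10000 random lists matched on mean expression, and also on gene span.

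The genes named for each class are the 5 with the largest ratio in each direction among genes that counted as apart, leaving out mitochondrial and ribosomal protein genes, which are given as groups, and unnamed transcripts with names of the AC, AL or LINC form. From each function list, up to 5 members with the highest CPM in the class the list is about were named, with members at or under 3 counts. Where 5 or fewer members of a list met the rule for a class, they were named as well. Other genes named in the text were chosen after their values were seen, and this is said beside them. Sex-linked marker genes were left out, and some genes that these rules select are not reported here.

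RNA released by broken cells is captured in every droplet. Its share was estimated from the markers of the largest class in each library. A gene lay within reach of free RNA where this estimate made up at least 0.5 of its CPM. The estimate was the gene's CPM in the largest class times the median marker share. The steps were tested on simulated data: 100 of 100 genes with an 8-fold difference were recovered in each of the 3 classes, among 4849 genes in the neuron class, 4345 in the astrocyte class and 4367 in the microglia class. Of 100 genes with a 3-fold difference, 11 were called in the neuron class and 0 in the others, and of the 4649 unchanged genes of the neuron class 1 was called. All 2000 simulated barcodes of each library took the name they were simulated from. They were drawn from the profiles of classes that the marker rule had already named, 60 of them from neurons in each library. Their recovery was therefore likely from the start and says little about mixed or unnamed clusters. Alternatives covered the barcode filter, clustering resolution, class assignment, variable genes, doublets, the CPM total, minimum CPM, fold, centring and weighting of cells. Further settings were added after the data were seen: nuclei under 20% mitochondrial UMIs, the highest doublet scores left out, genes within reach of free RNA left out, astrocyte-like clusters with more cilia genes than astrocyte markers among their 10 leading genes left out of the class, and the mesenchymal-like class left out of the rule for function-list genes. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.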

Results

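RNA of tri-lineage human brain cultures was counted in 1 library of whole cells and 1 library of nuclei. The kept whole-cell barcodes held 39267022 UMIs, with a median of 6152 UMIs and 2829 genes per barcode. The kept nuclei held 23088159 UMIs, with a median of 4118 UMIs and 2171 genes per barcode. There was no replicate of either assay, so every difference between the assays lacks a replicate check, and all intervals are 95% intervals for counting error only.

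The first comparison asked which of the 3 lineages each library recovered. Microglia-like cells made up 63.2% (61.9 to 64.5) of whole cells and 4.10% (3.54 to 4.71) of nuclei. Astrocyte-like barcodes made up 20.6% (19.6 to 21.8) of whole cells and 77.3% (76.0 to 78.5) of nuclei. The astrocyte-like name rests on marker counts: none of the 5 astrocyte-like clusters of nuclei had an astrocyte marker among its 10 leading genes. That absence decides little about the name, because markers shared by several clusters need not lead any of them. The cluster of 82 neuron-like nuclei had 0 neuron markers among its leading genes. With no filter, 1 cluster of 3842 astrocyte-like nuclei had 3 astrocyte markers among them. One cluster of 1101 astrocyte-like nuclei had 6 cilia genes among its 10 leading genes, and without it the class held 53.4% of nuclei, a setting chosen after seeing the data. Neuron-like barcodes were few in both, with 18 whole cells (0.335%, 0.199 to 0.530) and 82 nuclei (1.78%, 1.42 to 2.20). Assigning each barcode by its own marker UMIs gave neuron shares of 3.97% of whole cells and 4.47% of nuclei. It also gave 68.8% microglia and 26.3% astrocytes in whole cells. Nearly all whole cells thus took 1 of the 3 lineages, so these shares take in cells that clustering placed in other classes. At clustering resolution 0.25 and under a stricter barcode filter the neuron-like share of whole cells was 0; under that filter STMN2, NEFM and NTS were among the leading genes of an unnamed cluster of 260 cells. The astrocyte-like share of whole cells was 8.74% at resolution 1.0, where the class was 1 cluster led by cilia genes and 475 cells led by FABP7 took no name, and microglia-like nuclei ranged from 2.61% with no filter to 6.61% at resolution 0.25. Whole cells passed an enzyme, a strainer and a sorter, and nuclei passed a detergent and a 5% mitochondrial limit, each of which can set these shares.

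Classes named from other marker lists were present as well. A mesenchymal-like class, named from collagen genes and DCN, held 442 whole cells (8.24%, 7.51 to 9.0) and 16 nuclei (0.347%, 0.198 to 0.563). Its share was 9.37% of whole cells under the stricter filter and 0.577% of nuclei with no filter. A neural progenitor-like class held 409 whole cells (7.62%, 6.92 to 8.36), and no nuclei cluster took that name.

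**Figure D1:**
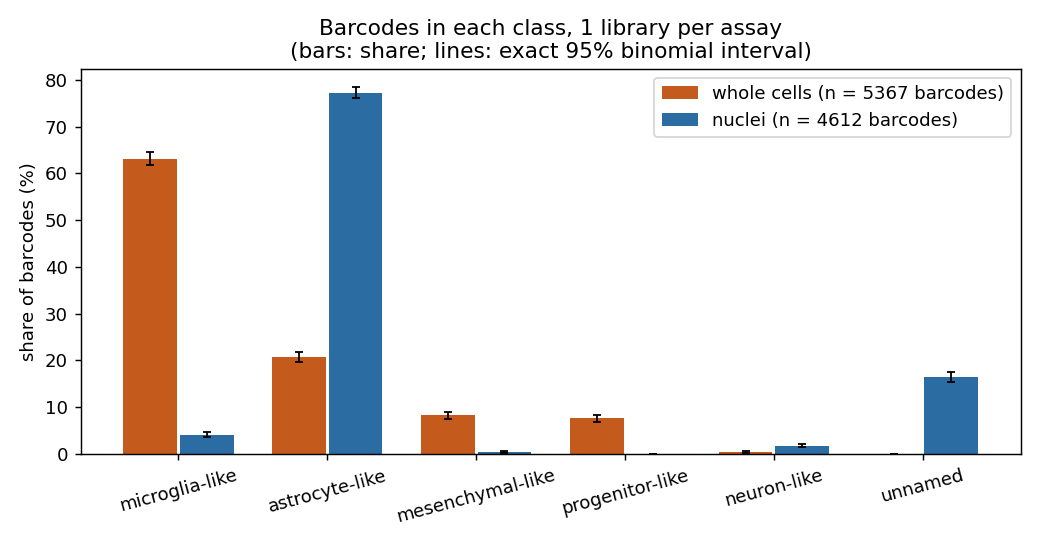
Share of barcodes (%) in each class for whole cells (5367 barcodes) and nuclei (4612 barcodes); bars give the share and lines the exact binomial interval. Microglia-like barcodes are 63.2% of whole cells and 4.10% of nuclei, and astrocyte-like barcodes 20.6% and 77.3%.

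The next comparison asked which functions each class expressed within a library. Neuron-like barcodes carried a glutamatergic set: 6 of the 15 genes of glutamatergic transmission were higher in them than in every other named class in both libraries. These included SLC17A6, a vesicular glutamate transporter chosen after its values were seen, at 99.0 CPM (65.8 to 143) in whole cells and 92.5 CPM (68.0 to 123) in nuclei. GRIA4, an AMPA receptor subunit, was at 668 and 1817 CPM, and GRIN2A, an NMDA receptor subunit, at 226 and 683 CPM. GRIN1, the obligate NMDA receptor subunit, had 0 UMIs in neuron-like barcodes of both libraries, where 3 counts correspond to 10.6 CPM in whole cells and 5.91 CPM in nuclei. Of 12 presynaptic release genes 7 were higher in both libraries, among them PCLO at 300.5 and 419 CPM, and of 12 voltage-gated channel genes 8, among them CACNA1B at 219 and 399.6 CPM.

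Few markers of other neuron identities were higher in both libraries. Of 15 genes for other transmitters, 14 were at or under 3 counts in whole-cell neurons and 11 in nuclei, and none was higher in both libraries. ISL1, a transcription factor of sensory and motor neurons, was the 1 gene of 11 in the sensory and hindbrain list that was higher in both, at 191 and 86.6 CPM. Of the 11, 4 were higher in neuron-like whole cells and 1 in neuron-like nuclei. Between the libraries 4 members were compared and 3 were apart, with a median log2 ratio of 3.52. The list stood at the percentile of 99.6 among lists matched on expression and of 71.4 among lists matched on gene span as well. PHOX2A, also of this list, was at 110 CPM in whole cells and 3.94 CPM in nuclei. PRPH, an intermediate filament of peripheral neurons, was at 767 CPM in whole cells and 17.7 CPM in nuclei. From the cortical list, CUX2 was higher in both at 237 and 665 CPM.

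Function genes of astrocyte-like barcodes were counted under the same rule. Over all 260 function genes, 10 were higher in astrocyte-like whole cells, 7 in astrocyte-like nuclei and 2 in astrocyte-like barcodes of both libraries. The last count was 6 at a minimum of 5 CPM, 0 at a fold of 4, 1 by per-cell means and 4 with nuclei under 20% mitochondrial UMIs. It was 5 with the mesenchymal-like class left out of the rule, since in mesenchymal-like nuclei 3 counts correspond to 36.8 CPM and can disqualify a gene. The last 2 of these settings were chosen after seeing the data. The 2 were SLC4A4, a bicarbonate transporter, at 53.6 and 212 CPM, and EMP1, a membrane protein of reactive astrocytes, at 52.9 and 23.0 CPM, named because they were the 2. EMP1 was among the leading genes of 1 astrocyte-like cluster of 705 nuclei, so its nuclei value need not hold across the class. VIM, an intermediate filament, reached 5865 CPM (5815 to 5915) in whole cells and 601 CPM (589 to 613) in nuclei. None of the 10 cholesterol synthesis genes was higher in astrocyte-like barcodes of either library, though HMGCS1, which makes an early precursor, was at 134 and 115 CPM. GPC6, a glypican that promotes synapse formation, was at 166 and 710 CPM, but stood at 837 CPM in microglia-like and 350.4 CPM in neuron-like nuclei, so it does not mark the class. FN1, VCAN and LAMB1, the 3 of 10 extracellular matrix genes that met the rule in any class of both libraries, were higher in mesenchymal-like barcodes of both libraries.

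In microglia-like barcodes 32 of 260 function genes were higher in both libraries, against 24 in neuron-like barcodes. These counts depend on how many genes of each kind the lists hold, so they do not rank the classes. Of the 32, 7 came from the list of immediate early and stress genes. P2RY12, CX3CR1, P2RY13, GPR34 and MERTK, genes of resting microglia, were 5 of 12 homeostatic members that were higher in both. CX3CR1 stood at 371 CPM in whole cells and 94.3 CPM in nuclei, and MERTK, a receptor for dying cells, at 251 and 567 CPM. TMEM119, a microglial surface protein, was at 1.28 CPM in whole cells and at 1 count in nuclei. Of 11 genes of border macrophages and monocytes, 5 were higher in both: F13A1 at 1626 and 1798 CPM, STAB1 at 667 and 373 CPM, MRC1, CD163 and SIGLEC1. IL1B, an inflammatory cytokine, was at 775 CPM (762 to 787) and 256 CPM (227 to 288), and CTSB, a lysosomal protease, at 489 and 325 CPM.

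Markers of the largest class were found in the other classes of each library. Microglial markers reached a median of 17.0% of their microglial level in astrocyte-like whole cells and 5.68% in neuron-like whole cells, and astrocyte markers reached 22.2% of their astrocyte level in microglia-like nuclei and 18.4% in neuron-like nuclei. Free RNA is captured in all droplets, but some of these markers are also expressed by other classes, so these values are not free RNA alone. The marker shares varied widely, from 11.9% to 175% for astrocyte markers in microglia-like nuclei. In neuron-like whole cells F13A1 was at 205 CPM and STAB1 at 81.3 CPM, with 0 counts in neuron-like nuclei. Neither counted as within reach of free RNA, so a gene outside this reach need not be free of it.

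**Figure D2:**
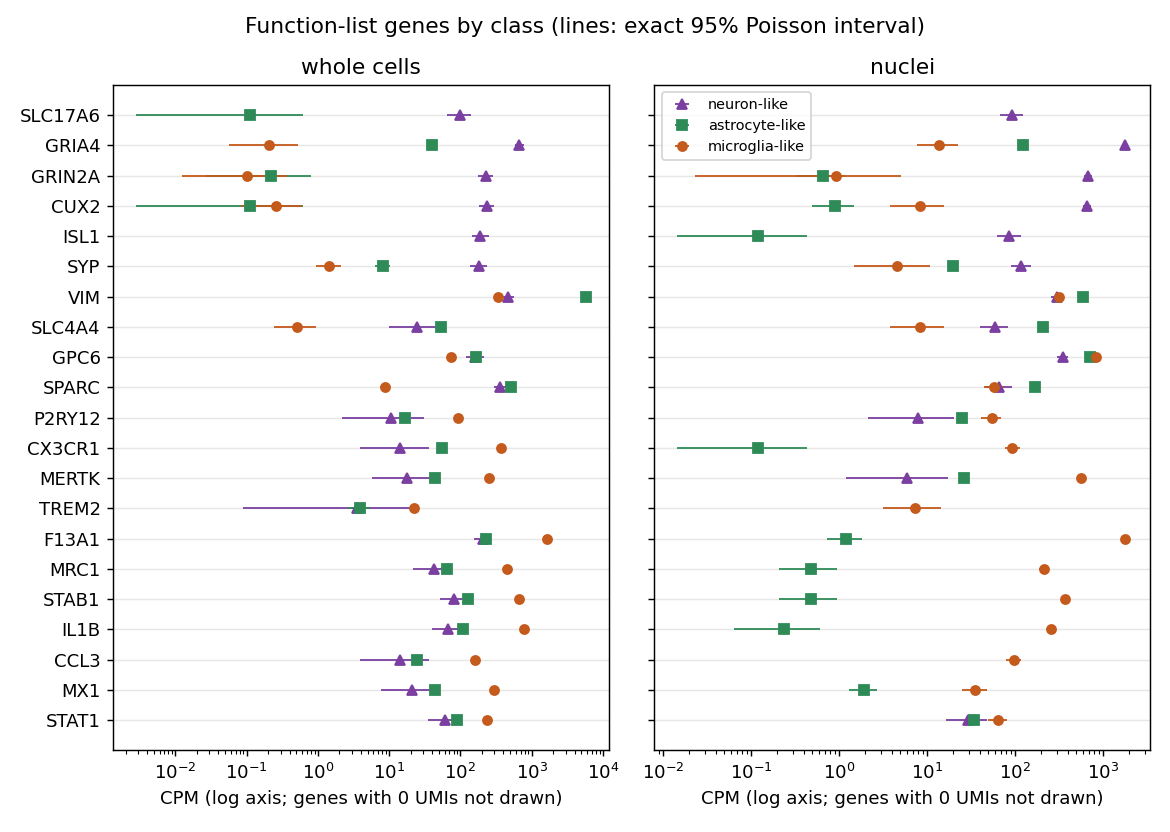
CPM (log axis) of 21 function-list genes in neuron-like, astrocyte-like and microglia-like barcodes of whole cells and nuclei; points are summed counts and lines exact Poisson intervals. SLC17A6 lies near 99.0 and 92.5 CPM in neuron-like barcodes, and F13A1 at 1626 and 1798 CPM in microglia-like barcodes.

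The last comparison asked how the same class reads in whole cells and in nuclei. Mitochondrial-encoded RNA was 5.44% of UMIs in microglia-like whole cells and 1.92% in microglia-like nuclei, and ribosomal protein RNA 8.34% and 0.479%. The mitochondrial values depend on the different limits on whole cells and nuclei: with no filter the median per barcode was 5.37% in microglia-like whole cells and 3.37% in nuclei, and over all barcodes 5.79% and 8.80%. MALAT1, a nuclear non-coding RNA, was 2.96% of UMIs in astrocyte-like whole cells and 17.2% in nuclei. In the microglia-like class it was 1.48% and 4.67%, where the nuclei value lay within reach of free astrocyte RNA. Over the genes compared, the median log2 ratio of whole cells to nuclei was -0.25 in neuron-like, -0.35 in astrocyte-like and -0.38 in microglia-like barcodes, and list medians are also given relative to it.

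In microglia-like barcodes 410 of 5056 genes were at least 4-fold higher in whole cells and 245 in nuclei. The whole-cell side was led by HCST, a signalling adaptor (GRCh38 chromosome 19, 35902480 to 35904377), at 155 and 0.924 CPM, a ratio of 167 (30.0 to 6617). ISG15, an interferon-induced ubiquitin-like protein (chromosome 1, 1001138 to 1014540), was at 226 and 3.70 CPM, a ratio of 61.2 (23.9 to 225). LY6E, CARD16 and HIST1H4C, a member of a family of near-identical histone genes, followed at ratios of 56.0 (15.5 to 463), 54.8 (15.2 to 453) and 46.3 (19.8 to 143). The nuclei side was led by JAKMIP2 at 864 times (233 to 7235) and HS3ST2 at 621 times (165 to 5229) their whole-cell level, each with 2 counts in whole cells. TENM2 and DCLK2 followed at 225 and 219 times. Of the 245, 111 lay within reach of free astrocyte RNA, and these included JAKMIP2, TENM2 and DCLK2 but not HS3ST2. Centring the ratios on their median raised the whole-cell part of the genes apart from 62.6% to 74.5%. A minimum of 10 CPM lowered it to 38.7%, so which side holds more genes depends on the expression minimum.

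Of the interferon response list, all 9 genes were higher in microglia-like whole cells and 7 were apart by size. MX1, an antiviral GTPase, was at 297 CPM in whole cells and 35.1 CPM in nuclei, and IFI6 at 205 and 13.9 CPM. The list's median log2 ratio was 3.08, or 3.45 relative to all genes compared, at the percentile of 100 among expression-matched lists. The immediate early and stress list had 13 members compared and 13 higher in whole cells, of which 9 were apart, with a median log2 ratio of 2.46, or 2.83 relative to all genes. It stood at the percentile of 100 among lists matched on expression and of 76.7 among lists matched on gene span as well. Among its members, and chosen after their values were seen, FOSB was at 194 and 6.47 CPM and EGR1 at 292 and 22.2 CPM, both transcription factors induced within minutes of stimulation. TNF, an inflammatory cytokine, went the other way, at 14.2 and 93.3 CPM, while F13A1 had a ratio of 0.904 (0.863 to 0.947), which is above the median of all genes in this class. The homeostatic list had a median log2 ratio of 0.10, or 0.47 relative to all genes, with 4 of 7 members higher in whole cells and 1 apart.

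In astrocyte-like barcodes 948 of 5477 genes were at least 4-fold higher in whole cells and 314 in nuclei. The 5 with the largest ratios on the whole-cell side, MS4A7, RNASE1, TYROBP, C1QA and C1QB, are genes of microglia and macrophages and lay within reach of free microglial RNA, as did 127 of the 948. Among genes not counted as within reach of free RNA, 2 were chosen after the values were seen. CRYAB, a small heat shock protein, was at 258 and 3.46 CPM, and FTH1, a ferritin chain, at 3804 and 74.2 CPM. The nuclei side was led by ASB18, ALK, UNC5C, NAA11 and DCC, at 30.5, 25.9, 19.8, 18.4 and 16.3 times the whole-cell level. ALK, a receptor tyrosine kinase (chromosome 2, 29192774 to 29921566), was at 5.72 and 148 CPM. It was the first leading gene of 1 astrocyte-like cluster of 310 nuclei, and DCC was among the leading genes of another of 1006 nuclei, so these values need not hold across the class. Of the reactive astrocyte list, 7 members were compared, all 7 were higher in whole cells and 5 were apart, with a median log2 ratio of 3.29, or 3.63 relative to all genes. It stood at the percentile of 99.8 among lists matched on expression and of 91.6 among lists matched on gene span as well. The interferon response list was also higher in this class, with a median log2 ratio of 2.48, 4 of 4 members higher in whole cells and 2 apart, ISG15 and IFI6, neither within reach of free RNA. One member of the reactive list, C3, a complement protein, was at 150 and 1.25 CPM, lay within reach of free microglial RNA and was at 890 CPM in microglia-like whole cells.

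In neuron-like barcodes 1005 of 5630 genes were at least 4-fold higher in whole cells and 311 in nuclei, from 18 cells and 82 nuclei. CD74, an antigen presentation protein within reach of free microglial RNA, led at 428 and 1.97 CPM, a ratio of 217 (38.3 to 8653). NTS, the neuropeptide neurotensin (chromosome 12, 85874295 to 85882992), was at 1633 and 7.87 CPM, a ratio of 207 (80.5 to 764). SNCG, a synuclein, HIST1H4C and TUBB4A, a tubulin, followed at ratios of 112 (37.7 to 548), 97.9 (26.5 to 818) and 93.4 (16 to 3759). TAFA1 and APOE, a lipid carrier, were 44.5 times (12.1 to 371) and 36.8 times (6.37 to 1473) higher in nuclei. AQP4-AS1, PREX2 and PCAT1 were 32.3 times (5.57 to 1297), 30.6 times (5.27 to 1231) and 26.7 times (8.96 to 131) higher, and AQP4-AS1 is an antisense transcript whose reads can be told from its partner's only where counting used strand. APOE lay within reach of free astrocyte RNA. The glutamatergic list had a median log2 ratio of -0.99, or -0.74 relative to all genes, with 2 of 11 members higher in whole cells and 0 apart.

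Genes higher in nuclei were long. In microglia-like barcodes their median span was 205663 bp, against 6454 bp for genes higher in whole cells and 67559 bp for all genes compared. The values in astrocyte-like barcodes were 172169, 9346 and 70433 bp.

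**Figure D3:**
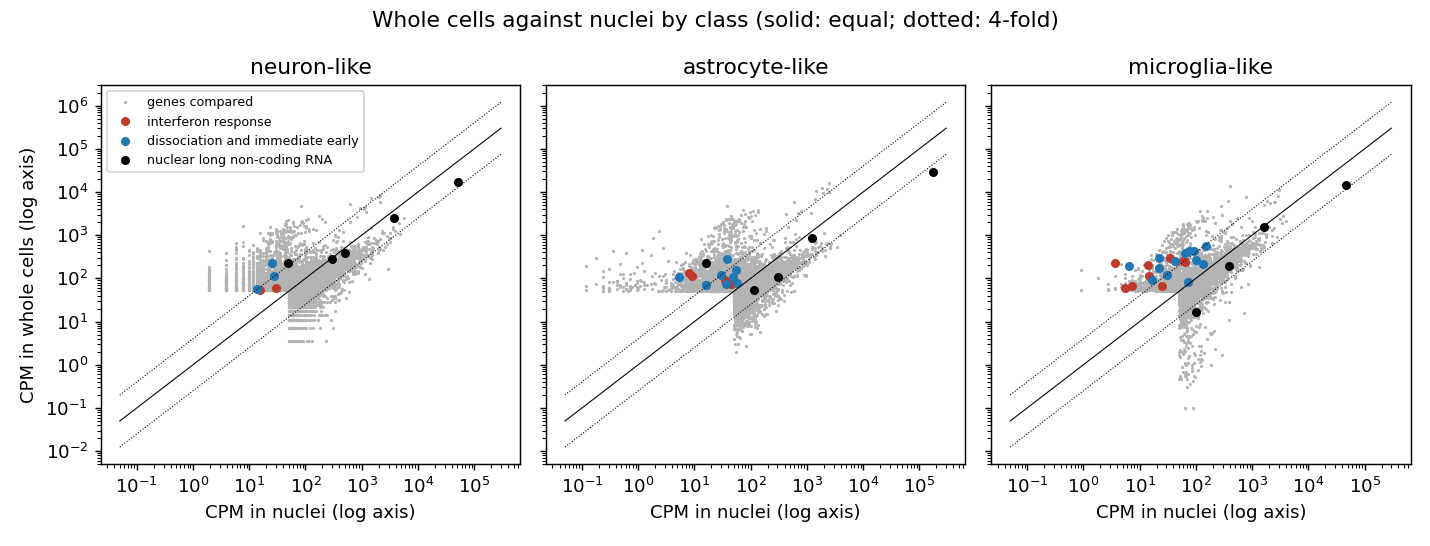
CPM in whole cells against CPM in nuclei (log axes) for each gene compared in the neuron-like, astrocyte-like and microglia-like class; the solid line marks equal values, dotted lines 4-fold, and coloured points 3 function lists. In the microglia-like class all 9 interferon response genes lie above the solid line.

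**Figure D4:**
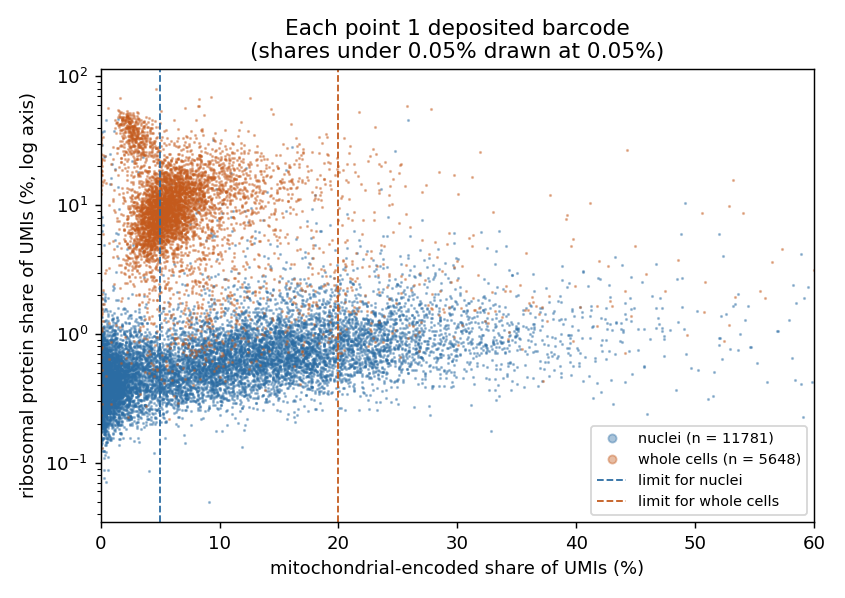
Ribosomal protein share of UMIs (%, log axis) against mitochondrial share of UMIs (%) for each deposited barcode of both libraries; dashed lines mark the 5% and 20% limits, and 13 whole cells and 137 nuclei lie beyond the axis. Nuclei with 10 to 20% mitochondrial UMIs have a median ribosomal protein share of 0.713% and a 90th percentile of 1.40%, while kept whole cells have a median of 9.46%.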

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

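The tests of the mitochondrial share reported here were chosen after the result was seen. In the nuclei library 7158 of 11781 barcodes had 5% or more mitochondrial UMIs and entered none of the main comparisons, and a limit of 20% kept 9694 nuclei. Unlysed cells would carry cytoplasmic RNA, but nuclei with 10 to 20% mitochondrial UMIs had a median ribosomal protein share of 0.713%, against 9.46% in whole cells and 0.428% in nuclei under the limit. Shallow debris would have few other UMIs, but nuclei at or over the limit had a median of 4880 non-mitochondrial UMIs, against 4043 under it. A single pool of free mitochondrial RNA would reach all nuclei alike, but the median mitochondrial UMIs per barcode differed 11.3-fold between the 3 lineage classes, from 48.5 in neuron-like to 548 in astrocyte-like nuclei. The medians do not speak for every barcode. With no filter, an unnamed cluster of 325 nuclei had medians of 25.8% mitochondrial UMIs, 2331 UMIs and 807 genes. The 68 mesenchymal-like nuclei had medians of 12.4% mitochondrial and 3.07% ribosomal protein UMIs. Debris and unlysed cells thus stay open for part of the nuclei. Mitochondria that stay attached to nuclei remain open and were not tested, and no biological explanation was tested.

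Clusters that took no name held 16.5% of the kept nuclei, a signal outside the classes compared. The largest of them, 326 nuclei, was led by NXPH1, LHFPL3 and DLL3, genes that also led the neural progenitor-like whole cells. The neural progenitor-like class itself held 7.62% of whole cells, and the mesenchymal-like class 8.24%, and the labels name neither class. Whether the progenitor-like cells belong to the neuron or astrocyte lineage was not tested. Under the stricter filter NXPH1, DLL3 and LHFPL3 led an unnamed cluster of 260 whole cells together with the neuronal genes STMN2 and NEFM. At resolution 0.25 no whole-cell cluster took the progenitor name, and the astrocyte-like cluster held 1535 cells.

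SPARC, a matrix protein, differed in direction between classes. Its log2 ratio of whole cells to nuclei was 2.43 in neuron-like, 1.60 in astrocyte-like and -2.72 in microglia-like barcodes. In astrocyte-like barcodes it was at 513 and 170 CPM. In microglia-like barcodes its nuclei value lay within reach of free astrocyte RNA, and the difference between the classes was not tested. SPARC was also higher in mesenchymal-like barcodes of both libraries. Other genes high in mesenchymal-like whole cells, chosen after their values were seen, were compared in neuron-like barcodes. COL1A1, a collagen gene, was at 201 CPM in neuron-like whole cells and 5.91 CPM in neuron-like nuclei. KRT19 was at 117 and 0 CPM, MGP at 56.6 and 1.97 CPM, DLK1 at 24.7 and 0 CPM and FLT1 at 21.2 and 1.97 CPM. H19 had 0 counts in both. Whether mesenchymal RNA adds to SPARC in neuron-like whole cells was not tested.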

How the results depend on the processing

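No paired analysis was possible because each assay had 1 library, and for the same reason none could be left out in turn. Of the alternatives to the main comparisons 96 gave a like value, 26 of them the same value, and 44 moved. For single named genes and the mesenchymal-like share 270 were alike, 87 of them equal, and 10 moved, and no named ratio changed sign. Among those that moved, the log2 ratio of PCAT1 in neurons went from -4.74 to -3.11 by per-cell means. Alike means within the counting interval or, for gene counts, within 1.5-fold, and low-count genes have wide intervals, so these tallies do not show stability: the log2 ratio of HCST went from 7.39 to 5.02 under the stricter filter and 9.82 by per-cell means, and that of APOE in neurons from -5.20 to -7.45. Removing called doublets took out 2 whole cells and 1 nucleus and says nothing about stability. The cause of the shifts was not tested, except that a higher or lower CPM minimum or fold changes how many genes can count. Neuron-like whole cells were 0% under the stricter filter and at resolution 0.25 and 3.97% by own markers; the stricter filter left no neuron-like class to compare between assays. Astrocyte-like whole cells were 14.8% under the stricter filter, 28.6% at resolution 0.25, 8.74% at resolution 1.0, 26.3% by own markers and 19.5% without the highest doublet scores. Microglia-like whole cells were 60.9% with no filter, 70.1% under the stricter filter, 68.8% by own markers and 64.8% without the highest doublet scores. Neuron-like nuclei were 0.832% with no filter, 4.47% by own markers and 1.08% under 20% mitochondrial UMIs. Astrocyte-like nuclei were 82.4% with no filter, 83.2% under the stricter filter, 81.2% at resolution 0.25, 63.5% at resolution 1.0, 91.2% by own markers, 53.4% without the cilia-led cluster and 81.2% under 20% mitochondrial UMIs. Under the stricter filter and at resolution 0.25 the class included clusters of 586 and 745 nuclei with NXPH1 and LHFPL3 among their leading genes. At resolution 1.0 a cluster of 558 nuclei met the stated marker limits for astrocytes but took no name. The 63.5% therefore depends on naming as well as on resolution. Microglia-like nuclei were 2.61% with no filter, 6.61% at resolution 0.25 and 2.98% under 20% mitochondrial UMIs. Function genes higher in astrocyte-like barcodes of both libraries numbered 6 at a minimum of 5 CPM, 0 at a fold of 4, 1 by per-cell means, 5 without the mesenchymal-like class in the rule and 4 with nuclei under 20% mitochondrial UMIs, and those of microglia-like barcodes 20 at a fold of 4. At a minimum of 200 CPM, genes higher in whole cells and in nuclei numbered 386 and 112 in the neuron-like, 341 and 101 in the astrocyte-like and 192 and 35 in the microglia-like class. At 10 CPM they numbered 1606 and 894 in the astrocyte-like and 657 and 1041 in the microglia-like class. Centred ratios gave 204 neuron-like and 208 astrocyte-like genes higher in nuclei, and leaving out genes within reach of free RNA gave 134 microglia-like genes higher in nuclei. The settings on 20% mitochondrial nuclei, highest doublet scores, free RNA, cilia-led clusters and the mesenchymal-like class were chosen after seeing the data. Among the 3 lineages depth limits neuron-like whole cells most, with 282890 UMIs, and mesenchymal-like nuclei had 81454.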

Other observations

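The tests of the barcode filter, astrocyte loss, the CPM total and dissociation were chosen after their results were seen; those of naming and gene length were fixed before.

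Posterior identity genes, chosen after their values were seen, were present in more than 1 class. In the astrocyte-like class HOXA9 was at 130 CPM (123 to 138) in whole cells and 16.9 CPM (15.0 to 19) in nuclei, and HOXB7 at 81.8 and 32.5 CPM. In neural progenitor-like whole cells they were at 91.9 and 70.2 CPM, and HOXB7 was at 31.3 CPM in mesenchymal-like whole cells. HOXA9 is among the genes that set 1 cluster of astrocyte-like nuclei apart. Genes of motile cilia were among those that define the astrocyte-like cluster of whole cells: HYDIN was at 159 and 175 CPM and CFAP54 at 147 and 166 CPM, against 0.411 and 0.154 CPM in microglia-like whole cells.

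Genes that define a cluster describe it and are not a result of the comparison. The mesenchymal-like whole cells were led by DLK1 at 3269 CPM and the imprinted transcript H19 at 1053 CPM, both under 3 CPM in astrocyte-like and microglia-like whole cells. In mesenchymal-like nuclei DLK1 was at 85.9 CPM (34.6 to 177) and H19 had 0 counts (upper limit 45.3 CPM), so the classes of that name differ in these genes. Within the microglia-like whole cells, a cluster of 38 cells (1.12%, 0.794 to 1.54) was defined by MKI67 at 892 CPM and TOP2A at 933 CPM, genes of dividing cells. Interferon genes were uneven as well: MX1 was at 656 CPM in a cluster of 660 cells, which other interferon genes had helped to define, and between 168 and 274 CPM in the other microglia-like clusters, against 35.1 CPM in microglia-like nuclei.

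Microglia-like barcodes were 63.2% of whole cells and 4.10% of nuclei. The filter on barcodes is not a sufficient account, because with no filter the share of nuclei was 2.61%. Naming by cluster is not one either, because assigning each barcode by its own marker UMIs gave 3.58% of nuclei and 68.8% of whole cells. That assignment also uses marker genes, so it cannot test whether the markers read alike in the 2 assays. It placed nearly all whole cells in the 3 lineages, so its neuron counts can hold cells of other classes. A loss of astrocyte-like cells alone would leave the other classes in proportion, but there were 43.4 neuron-like nuclei per 100 microglia-like nuclei (33.1 to 56.5) and 0.531 in whole cells (0.314 to 0.840), or 125 (101 to 154) and 5.77 (5.0 to 6.62) by own markers, a smaller contrast. Unequal recovery of several classes and a different makeup of the cultures behind the 2 libraries remain open; no biological explanation was tested, and 1 library per assay cannot separate them.

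Immediate early and stress genes were higher in microglia-like whole cells than nuclei, with a median log2 ratio of 2.46. Leaving mitochondrial and ribosomal genes out of the CPM total gave 2.64, but this shifts every gene by 1 factor, so it decides nothing about the list. Among lists matched on expression and gene length the median stood at the 76.7th percentile, so genes as short and as abundant may show a like shift with no stress response. Dissociation at 37 °C stays open: the list was also higher in astrocyte-like whole cells, at 2.01 with 6 of 9 members within reach of free microglial RNA, and in neuron-like whole cells, at 2.04 with 0 of 3 within reach. These stood at the percentiles of 10.2 and 12.6 among length-matched lists, so neither is separate support, and dissociation and library kind cannot be told apart. The interferon list, by contrast, stood at the 99.98th percentile of length-matched lists, and at the percentile of 96.5 in astrocyte-like barcodes with 4 members, comparisons chosen after the first was seen.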
